A study of Mus musculus with 14 samples. Its data were reported in "Spatial transcriptomic analyses highlight distinct erythroid niches in mice and humans" (2026).

How the data were processed

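Gene expression was measured with 10x Genomics Visium probe-based spatial transcriptomics on FFPE tissue in 14 mouse sections, 1 library per section: 6 from purchased wild-type mice (1 section per group) and 8 from a C1qa cross (2 sections per group). The matrices deposited by the authors hold raw UMI counts per gene and spot, without normalization, made with 10x Genomics software whose version differed between sections. The deposited barcode, gene and spot position tables hold other values: spot names, gene identifiers and symbols, and the mark of each spot as in or out of tissue with its array row and column. Matrices of the purchased sections cover spots on and off tissue and 32589 features, of which 304 are marked as deprecated and took 0.0302 to 1.26% of UMIs. Matrices of the cross hold in-tissue spots alone and 19465 features. The purchased and cross sections also differed in mice and in processing, so that no p was computed between them. Their values are compared directly only in Other observations. The Results list values of both and use the spread between cross replicates as a yardstick for the purchased sections. The genome build is stated in neither, and image files were not used here. Sections were joined by gene identifier and marker lists by symbol, and symbols listed more than once (40 in the purchased and 11 in the cross tables) were kept as separate features.

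In-tissue spots with at least 1000 detected genes were kept, the same minimum as in the study. Depth per section ranged from 449883 to 56182915 UMIs in tissue, and 15 to 2320 spots passed. With 1 count in a knockout fetal liver, 95% Poisson limits on C1qa run from 0.00219 to 0.482 CPM in knockout 2. Genes with a count of 0 were read against a floor of 3 counts per section. The 10 most abundant genes took from 8.42% of UMIs in wild-type fetal liver 4 to 30.9% in the purchased E14.5 fetal liver. None of the 4 pairs of replicate sections were duplicates of each other (the lowest chi-square per degree of freedom was 21.8).

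Marker lists of erythroid progenitors, erythroid cells, C1q+ macrophages and other macrophages were the first 20 genes of the fetal liver marker tables of the study, which were chosen on separate single-cell data. These lists were used in all tissues. All 20 progenitor and all 20 C1q+ macrophage genes were in every feature table, 19 of the erythroid genes were in the purchased and 17 in the cross tables, and 20 and 19 of the other macrophage genes. Ctss is in both macrophage lists. Hba-a1 held 0 counts in every purchased section and was absent from the feature tables of the cross, so that it was not measured there. Scores followed the PAGE formula with the mean log expression as reference, whereas the Giotto code, the software of the study, takes the natural log of the mean, which was tried as an alternative: counts scaled to 6000 per spot, log2 of the value plus 1, genes detected in at least 50 spots, and for each spot the standardized mean difference between the list and all genes relative to the section mean. Between 14 and 20 genes per list entered the scores. Pearson r between 2 scores was computed across the spots of each section and described by its percentile among 1000 random list pairs, each gene drawn from its 50 neighbours in mean expression. Spots are not independent replicates, so that no p was computed from spots. On simulated sections with planted correlations of 0, 0.5 and 0.9 the recovered r was -0.0881, 0.390 and 0.858.

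Counts of the passing spots were summed per section. Differences between genotypes were tested within each tissue with the edgeR 4.0.16 quasi-likelihood F test (TMM factors, filterByExpr, glmQLFit) in R 4.3.3 with limma 3.58.1, and with DESeq2 1.42.0 as the alternative, at a Benjamini-Hochberg adjusted p under 0.05. A difference between tissues in the genotype effect was tested as the interaction term of a fit to all 8 cross sections, without a litter term. In simulated counts at the depth of the fetal livers, with 200 changed genes and a dispersion of 0.01, edgeR recovered 99.0% with 15 false calls, and 63.0% with 5 false calls at a dispersion of 0.05. At the depth of the spleens it recovered 96.5% with 4 false calls and 58.5% with 5. The dispersion of the sections themselves was 0.263 in fetal liver, outside the simulated range, and 0.0245 in spleen. The numbers of the fetal livers name litters, since the study gives wild-type and knockout 2 and wild-type and knockout 4 as offspring of the same dams. The deviations of the sections from their genotype means correlated at 0.644 across 18986 genes between genotypes of the same number, so that the fit with a replicate block is printed beside the fetal liver result.

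Named genes were chosen by a rule: C1qa, C1qb and C1qc in every section, in each tissue at most 10 genes with the smallest adjusted p among those past the threshold, of 16 genes of erythroblastic island macrophages (Vcam1, Mertk, Timd4, Dnase2a, Hmox1, Slc40a1, Trf, Spic, Nr1h3, Maf, Igf1, Il18, Adgre1, Siglec1, Cd163 and Epor) those past it over all genes or over the list alone, and the 5 sex-linked genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y. Hmox1, Slc40a1 and Adgre1 are also in the C1q+ macrophage list. This rule, the lists, the tests and most alternatives were chosen before the data were examined. Levels of lists were means of log2(CPM + 1) over the list genes of the feature table. Lists for tissue content were hepatocyte (Alb, Afp, Apoa1, Apoa2, Ttr, Fgb, Fga, Ahsg, Serpina1a, Apob), neutrophil (S100a8, S100a9, Ngp, Camp, Ltf, Lcn2, Mpo, Elane, Prtn3, Retnlg), B cell (Cd79a, Cd79b, Ms4a1, Ighm, Ighd, Cd22, Fcer2a, Cr2, Bank1), T cell (Cd3d, Cd3e, Cd3g, Trac, Cd4, Cd8a, Lck, Tcf7, Il7r, Cd2), megakaryocyte (Pf4, Ppbp, Thbs1, Itga2b, Gp1bb, Gp9, Treml1), musculoskeletal (Col1a1, Col1a2, Col2a1, Acan, Sparc, Bglap, Ibsp, Acta1, Ckm, Myl1) and acinar pancreas (Cpa1, Cela1, Cela2a, Prss2, Pnlip, Ctrb1, Cpb1, Cel, of which 7 are in the cross tables). The B-cell and megakaryocyte lists were each shortened by 1 gene after the data were examined.

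Section values (r and list levels) were compared by two-sided exact permutation tests over the 6 splits of 4 sections, and differences between tissues over 36 relabelings within tissue, with Benjamini-Hochberg adjustment over 10, 8 and 9 tests. These permutations ignored the pairing of the fetal livers by litter. Groups of 1 section were not tested. Shares of spots have exact binomial intervals and ratios of counts have conditional binomial intervals, at 95%.

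Alternatives were DESeq2, upper-quartile factors, no filter on low counts, all in-tissue spots, main-tissue spots (a share of tissue-list UMIs of at least 0.2 of the section median), hemoglobin genes left out, the replicate block, 1 fit to all 8 cross sections and each section left out in turn, where the lone section left is assumed to vary like the other group. For the scores they were thinning of each spot to 2000 UMIs, regression on log10 UMIs, centring within pieces of tissue, the fold against the natural log of the mean as coded in Giotto, the C1q genes alone or left out, and the deviation of each spot from its adjacent spots (up to 6). Chosen only after the data were seen were spots of the labelled tissue by a fixed share (at least 0.5% hepatocyte UMIs in fetal liver or neutrophil UMIs in bone marrow, under 1% pancreas UMIs in spleen), this share together with the replicate block, a litter term for the fetal livers in the fits to all 8 sections, summed counts thinned to the smallest section, spleen spots with under 1% of UMIs from the B-cell and T-cell lists, thinning to 200 UMIs for the bone marrow preparations, and, for the list pairs other than C1q+ macrophage and erythroid, all score settings but thinning, main-tissue spots and adjacent spots. The random seed was 20240. Scores and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. Xenium and single-cell data of the study were not analysed here.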

Results

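Gene expression was mapped in 14 tissue sections from 10 groups of mice to locate erythroid cells and macrophages in blood-forming organs. From purchased wild-type mice there was 1 section each of E14.5 fetal liver, E13.5 fetal liver, P8 bone marrow, 89-week bone marrow, EDTA-decalcified bone marrow from a 6-month mouse and adult spleen. From a C1qa cross there were 2 sections per group: wild-type and knockout E14.5 fetal livers, each numbered 2 and 4, and wild-type and knockout spleens at 3 months by the sample labels, each numbered 1 and 2. Median UMIs per in-tissue spot ranged from 426.5 in the EDTA-decalcified bone marrow to 75701 in the E13.5 fetal liver. Within the cross they were 8654 and 46653.5 in the wild-type fetal livers, 5117 and 28497 in the knockout fetal livers, 13914.5 and 2098 in the wild-type spleens, and 7764 and 12139 in the knockout spleens. The share of in-tissue spots with at least 1000 detected genes was 99.8% in the 89-week bone marrow, 81.9% in wild-type spleen 2 (95% CI 80.2 to 83.6) and 1.84% in the EDTA-decalcified bone marrow. The section was the unit of replication throughout, and intervals on counts and shares cover counting error alone.

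C1qa was read first, because the cross deletes it. It reached 95.9 and 25.8 CPM in wild-type fetal livers 2 and 4 (1939 and 1023 counts) and 218 and 269 CPM in wild-type spleens 1 and 2 (4343 and 1135 counts). Knockout fetal livers 2 and 4 held 1 count each, and knockout spleens 1 and 2 held 2 and 1 counts. Over both sections of each genotype, C1qa in the knockouts was 0.142% of wild type in fetal liver (95% CI 0.0172 to 0.515) and 0.0459% in spleen (95% CI 0.00946 to 0.134). In the purchased mice C1qa was 62.2 CPM at E14.5, 64.0 CPM at E13.5, 72.3 CPM in P8 bone marrow, 92.8 CPM in 89-week bone marrow and 562 CPM in adult spleen. The EDTA-decalcified bone marrow held 8 C1qa counts, or 215 CPM over its few passing spots. The neighbouring genes were retained in the knockouts. C1qb stood at 92.8 and 31.8 CPM in wild-type fetal livers 2 and 4 and at 81.7 and 29.1 CPM in the knockouts, and C1qc at 132 and 32.2 CPM against 136 and 39.2 CPM. In spleen, C1qb was 73.5 and 62.5 CPM in wild type and 81.9 and 119 CPM in knockouts, and C1qc was 220.4 and 255 CPM against 242 and 264 CPM.

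**Figure D1:**
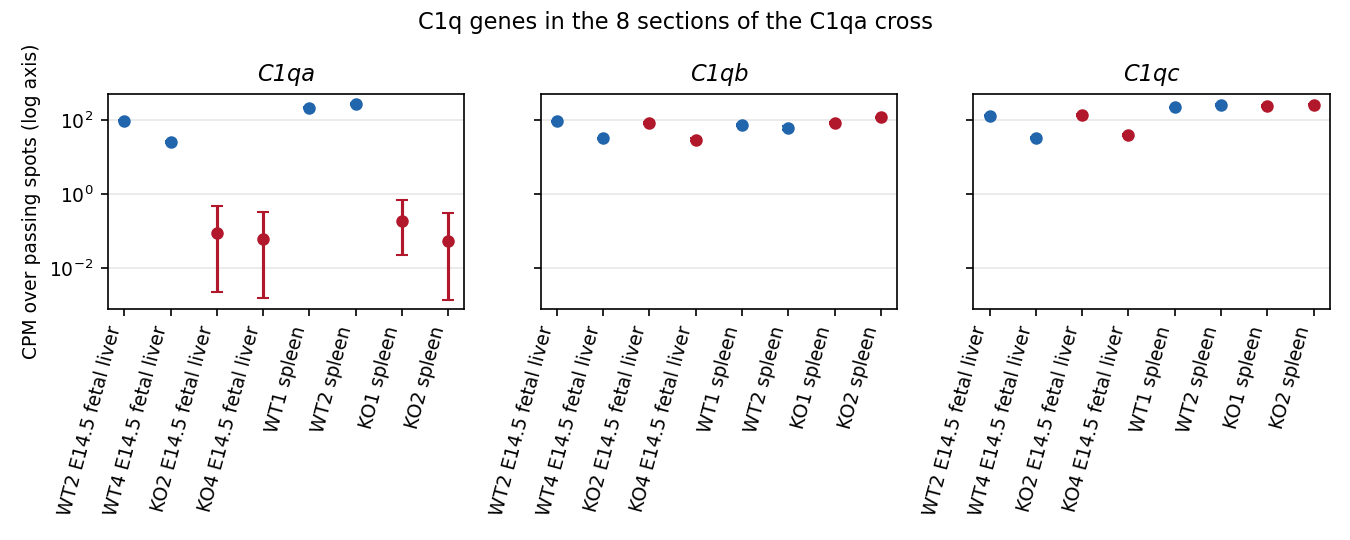
C1qa, C1qb and C1qc in each of the 8 cross sections in CPM on a log axis, wild type in blue and knockout in red, with 95% Poisson intervals as error bars. C1qa lies at 25.8 CPM or above in every wild-type section and at 0.189 CPM or below in every knockout section.

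Whether C1q+ macrophages and erythroid cells share spots was examined by correlating the scores of their marker lists across the spots of each section. In the purchased mice the Pearson r between the C1q+ macrophage and erythroid scores was 0.344 at E14.5, 0.409 at E13.5, 0.480 in P8 bone marrow, 0.737 in adult spleen and -0.0400 in 89-week bone marrow. The EDTA-decalcified bone marrow gave -0.168 over 15 spots. Among 1000 random list pairs matched on expression, these values ranked at percentile 96.6 at E14.5, 92.5 at E13.5, 97.0 at P8, 100 in adult spleen, 7.1 at 89 weeks and 19.1 in the EDTA-decalcified section. Replacing each score by its deviation from the adjacent spots moved r by more than the SD between replicate sections in 12 of the 14 sections, the most of any alternative, and gave 0.165 at E14.5, 0.115 at E13.5, 0.163 at P8, 0.273 in adult spleen and -0.0599 at 89 weeks. With each spot thinned to 2000 UMIs, r was 0.0760 at E14.5, 0.170 at E13.5, 0.20 at P8, 0.532 in adult spleen and -0.0653 at 89 weeks. The thinned values leave out 14 spots at P8, 70 in adult spleen and 4 at 89 weeks, and none in either purchased fetal liver. Thinning also adds counting noise, which can bring r toward 0 by itself. The 89-week value was 0.0428 with the natural-log form of the score coded in Giotto, 0.0131 with the C1q genes alone and 0.0255 without hemoglobin genes.

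Stages, ages and tissues of the purchased mice were each represented by a single section, so their differences carry no test. They were set against the pooled SD of r between replicate sections of the cross, 0.138. The E14.5 value lay below the E13.5 value by less than this SD (difference -0.0650, thinned -0.0945), and the sign of that difference turned with the natural-log form of the score (0.0377) and with deviations from adjacent spots (0.0499). P8 bone marrow exceeded 89-week bone marrow by 0.520 in r, and by 0.265 after thinning. Adult spleen exceeded E14.5 fetal liver by 0.393, and by 0.456 after thinning.

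Scores of other macrophages served as the comparison for the C1q+ list. Their r with the erythroid score was 0.0408 at E14.5, 0.0436 at E13.5, 0.457 in P8 bone marrow, -0.511 in 89-week bone marrow and 0.206 in adult spleen. At P8 the sign depended on the spots used. Over the 317 spots with at least 0.5% of UMIs from neutrophil genes, r was -0.172, while the C1q+ macrophage value over the same spots was 0.519. Over main-tissue spots, the filter chosen in advance, r of the other macrophage and erythroid scores stayed positive at 0.398. Erythroid and erythroid progenitor scores correlated at 0.290 at E14.5, 0.515 at E13.5, 0.943 at P8, 0.647 at 89 weeks and 0.798 in adult spleen. Among random list pairs these values ranked at percentile 62.8 at E14.5, 73.1 at E13.5 and 100 at P8, at 89 weeks and in adult spleen. The fetal liver values were thus within the range of random lists. The C1q+ macrophage and progenitor scores correlated at 0.0526, 0.0868, 0.490, -0.0929 and 0.629 in the same order, at percentile 24.4, 15.6, 99.3, 0.3 and 100. The other macrophage and progenitor scores gave -0.295, -0.339, 0.479, -0.502 and 0.0651. The fetal liver values depended on the form of the score. With the natural-log form coded in Giotto, the erythroid and progenitor scores correlated at 0.718 at E14.5 and 0.723 at E13.5, and the C1q+ macrophage and progenitor scores at 0.331 and 0.208.

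In the cross, the question was whether loss of C1qa alters these correlations. The C1q+ macrophage and erythroid scores correlated at 0.572 and 0.727 in wild-type fetal livers 2 and 4 and at 0.480 and 0.802 in the knockouts, a mean difference, knockout minus wild type, of -0.0081 (wild-type mean 0.649 ± 0.110 SD, knockout mean 0.641 ± 0.227 SD, n = 2 per genotype, two-sided exact permutation p = 1.00). The paired differences within numbers 2 and 4 were -0.0912 and 0.0750, and leaving out 1 section at a time moved the mean difference from -0.169 to 0.153. After thinning the difference was 0.00789, with 56 spots left out of wild-type fetal liver 2 and 70 out of knockout fetal liver 2. In spleen, r was 0.627 and 0.479 in wild type and 0.699 and 0.750 in knockouts, a difference of 0.172 (wild-type mean 0.553 ± 0.104 SD, knockout mean 0.724 ± 0.0357 SD, n = 2 per genotype, exact permutation p = 0.333, the smallest this design allows). Both knockout spleens lay above both wild-type spleens. Among random list pairs the values ranked at percentile 80.4 in wild-type spleen 1, where the random median was 0.444, and at 100 in the other 3 cross spleens, and at 97.7 and 99.8 in wild-type and 99.9 and 100 in knockout fetal livers. Thinned values differed by 0.164, with 8 and 917 spots left out of wild-type spleens 1 and 2 and 51 out of knockout spleen 1.

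The remaining list pairs brought the number of genotype tests on r to 10, with Benjamini-Hochberg values of 0.833 or more. In spleen, the other macrophage score correlated with the erythroid score at -0.548 and -0.168 in wild type and at 0.218 and 0.204 in knockouts, a difference of 0.569 (exact permutation p = 0.333, n = 2 per genotype), and the thinned difference was 0.478. Among random list pairs these values ranked at percentile 0 and 0.3 in wild type and at 63.3 and 6.2 in knockouts, so that neither knockout value is a positive association beyond that of random lists. Over all in-tissue spots the value of wild-type spleen 2 turned to 0.129. The other macrophage and progenitor correlation rose by 0.462 and the erythroid and progenitor correlation fell by 0.174, each in 4 of 4 knockout and wild-type pairings. The C1q+ macrophage and progenitor correlation differed by 0.0540. In fetal liver the differences for these pairs ranged from -0.0612 to -0.0170, smaller than the pooled SD of each pair. Whether the genotype difference in r differed between tissues was tested over 36 relabelings. For the C1q+ macrophage and erythroid scores the difference between tissues was 0.180 (permutation p = 0.389, adjusted 0.700), and for the other macrophage and erythroid scores it was 0.625 (permutation p = 0.167, adjusted 0.375).

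**Figure D2:**
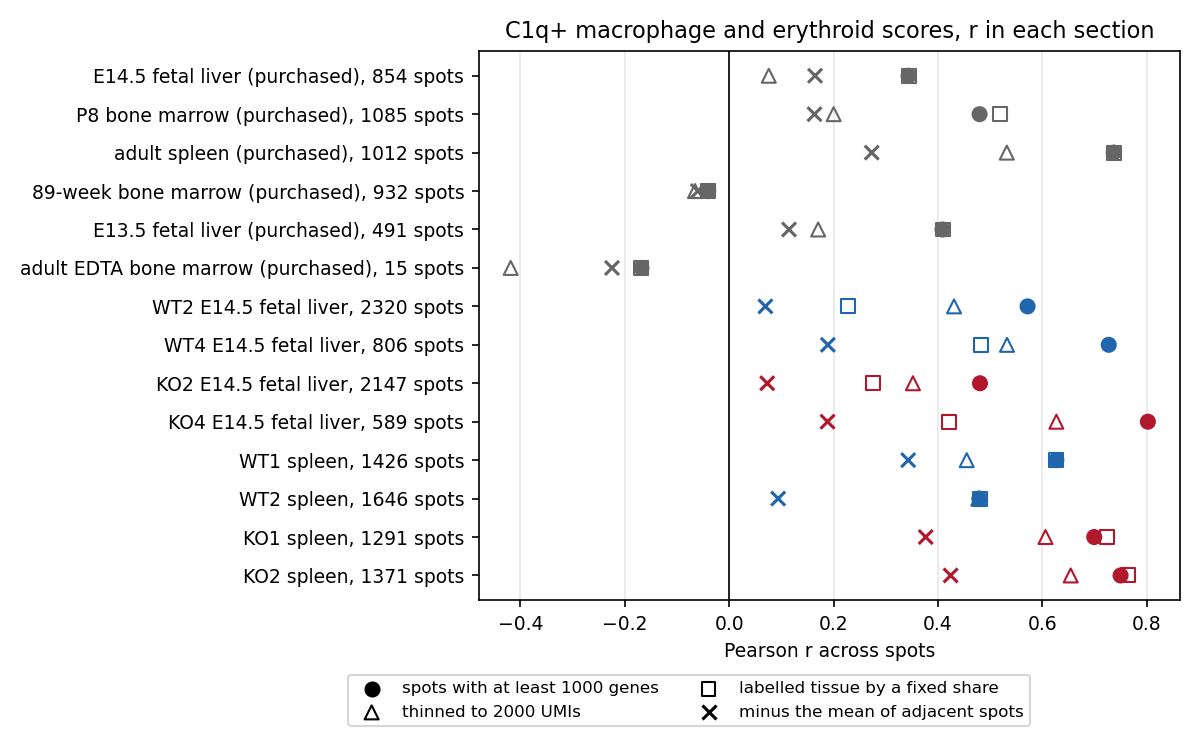
Pearson r across spots between the C1q+ macrophage and erythroid scores in each of the 14 sections, from the spots as scored, after thinning to 2000 UMIs, over spots of the labelled tissue and from deviations from adjacent spots. The adult spleen point lies at 0.737 and falls to 0.273 with deviations from adjacent spots.

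Genes that differ between genotypes were sought in summed counts of each section. Between the 2 knockout and 2 wild-type fetal livers, edgeR called 0 of 18986 genes at an adjusted p under 0.05, with 138 at an unadjusted p under 0.05 and 14 called by DESeq2. C1qa itself had a log2 fold change of -10.25 (SE 1.35, adjusted p = 1.00), and it passed in DESeq2 (adjusted p = 6.71e-10). The paired fit, with the litter number as a replicate block, called 157 genes, of which 152 were lower in knockouts. It moved the count most among the alternatives chosen in advance. With 1 section per genotype and litter, this fit took the variance of each gene wholly from all genes together. Its p-values do not measure the spread of single genes between animals. A joint fit of all 8 cross sections with a litter term, added after the data were seen, called 170. Fits without 1 section leave a lone section in 1 genotype. Their counts cannot be set against each other, because the variance came wholly from all genes together without either wild type, but not without either knockout. The sections differed in their tissue. Spots with at least 0.5% of UMIs from hepatocyte genes made up 94.4% of the passing spots of wild-type fetal liver 2, 29.8% of wild-type 4, 96.6% of knockout 2 and 62.1% of knockout 4. Over those spots edgeR called 1 gene, C1qa (adjusted p = 0.0312), and the paired fit called 26. Upper-quartile scaling also gave 0 genes and shifted the median log2 fold change of all genes to 0.22. C1qb and C1qc differed by less than their errors (log2 fold change -0.35, SE 0.97, and -0.11, SE 1.10), and their range on leaving out 1 section was -2.09 to 1.33 and -2.11 to 2.00.

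Between the 2 knockout and 2 wild-type spleens, edgeR called 3886 of 18895 genes, 2603 higher and 1283 lower in knockouts, and DESeq2 called 2707. Knockout spleen 2 decided much of this count. Without it 240 genes passed, against 2772, 3756 and 4972 without wild-type spleen 1, wild-type spleen 2 and knockout spleen 1. A joint fit of all 8 cross sections, which shares its dispersion with the more variable fetal livers, called 0 spleen genes with edgeR (1373 at an unadjusted p under 0.05), and 1247 once a litter term for the fetal livers was added after the data were seen. The direction of the calls changed with the setting. Genes higher in knockouts made up 67.0% of calls with TMM factors, 86.1% with DESeq2, 21.4% with upper-quartile factors, 79.9% after thinning the summed counts and 43.8% without knockout spleen 1. Upper-quartile factors moved the median log2 fold change of all genes from -0.08 to -0.37.

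The 10 spleen genes with the smallest adjusted p were all lower in knockouts, under TMM, DESeq2 and upper-quartile scaling alike, and all passed in DESeq2. C1qa came first, with a log2 fold change of -10.79 (SE 0.33, adjusted p = 1.74e-14). Next was Ltf at -3.07 (SE 0.20, adjusted p = 2.64e-08), with 66.7 and 56.3 CPM in wild-type spleens and 5.48 and 6.63 CPM in knockouts. Camp followed at -4.50 (SE 0.34, adjusted p = 1.46e-07), with 171 and 129 CPM against 2.27 and 8.00 CPM. The other genes were Fn3k, Cldn13, Ermap, Dmtn, Rhd, Lcn2 and Ngp, with log2 fold changes from -3.35 for Ngp to -2.63 for Ermap. Ltf, Camp, Lcn2 and Ngp belong to the neutrophil list, and Cldn13 and Rhd to the erythroid progenitor list. All 10 passed without each section in turn, and none passed in the joint fit of 8 sections without the litter term, whereas all 10 passed with it. With 2 and 1 counts in the knockout spleens, the fitted fold change of C1qa depends on the prior count and sets no bound. C1qb was higher in knockouts by 0.83 (adjusted p = 0.00759), which did not hold without knockout spleen 2 (0.42, adjusted p = 0.390), and C1qc by 0.35 (adjusted p = 0.142).

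**Figure D3:**
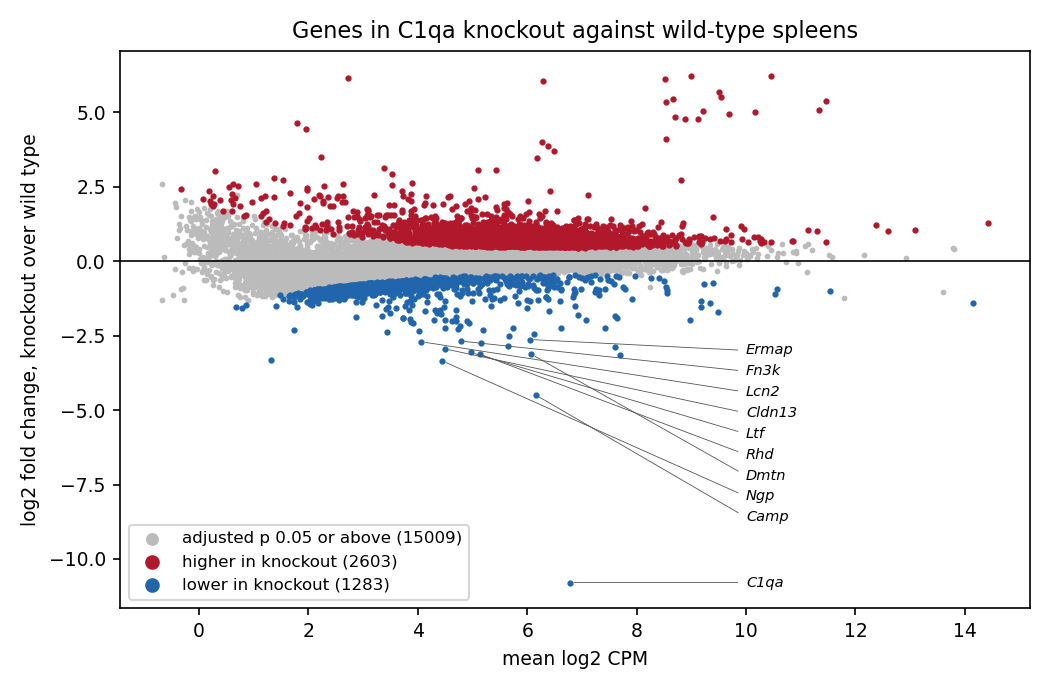
Log2 fold change, knockout over wild-type spleen, against mean log2 CPM for each tested gene, with 2603 genes called higher, 1283 called lower and 15009 not called, and the 10 genes of smallest adjusted p labelled. All 10 labelled genes lie below 0, with C1qa lowest at -10.79.

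A list of 16 genes of erythroblastic island macrophages, all of them tested, was read in both tissues to ask whether their expression depends on C1qa. In fetal liver 0 passed with edgeR over all genes and 0 when adjusted over the list alone (lowest 0.995), with a median log2 fold change of -0.07. In spleen 5 passed over all genes and 6 when adjusted over the list alone, with a median of 0.09. Cd163 (0.72), Il18 (0.88), Spic (0.65) and Vcam1 (0.64) were higher in knockouts, Epor was lower (-1.32, adjusted p = 0.00159), and Timd4 (0.53) passed over the list alone (adjusted 0.0415). Without knockout spleen 2 none of these 6 passed over all genes. Upper-quartile scaling left Cd163, Spic and Vcam1 higher but short of the threshold, and Il18 did not pass in DESeq2.

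The level of each marker list was compared as mean log2 CPM over its genes. In fetal liver the erythroid progenitor list stood at 8.06 ± 0.29 (SD) in wild type and 8.58 ± 0.15 in knockouts, a difference of 0.52 (exact permutation p = 0.333, n = 2 per genotype), with both knockouts above both wild types. Restricting the sections to spots with at least 0.5% hepatocyte UMIs moved this difference most, to 0.20, with paired differences of 0.41 in litter 2 and -0.01 in litter 4. In spleen the same list stood at 6.29 ± 0.38 in wild type and 4.97 ± 0.02 in knockouts, a difference of -1.32 (exact permutation p = 0.333, n = 2 per genotype). The spleen erythroid list differed by -1.35 (7.82 ± 0.79 against 6.47 ± 0.36) and the C1q+ macrophage list by -0.57 (7.75 ± 0.16 against 7.18 ± 0.05), or by -0.25 without C1qa, C1qb and C1qc. The other macrophage list differed by -0.01 in spleen and 0.07 in fetal liver. The fetal liver differences in the erythroid list (0.38) and the C1q+ macrophage list (-0.14) were smaller than the SD between sections of 1 genotype, and leaving out 1 section moved them from -0.34 to 1.09 and from -1.05 to 0.77. No exact permutation test of 2 against 2 sections can give a p under 0.333, and all 8 list tests had Benjamini-Hochberg values of 0.667 or 1.00. The difference between tissues in the genotype effect on the progenitor list was -1.84, the most extreme of 36 relabelings together with its mirror (permutation p = 0.0556, adjusted over 9 tests 0.375). The relabelings ignored the litters of the fetal livers. Relabeling within litters would allow fewer arrangements and could not give so small a p. For the erythroid list it was -1.73 (permutation p = 0.167, adjusted 0.375). Gene by gene, edgeR called 0 of 19180 genes for a genotype effect that differed between tissues (2018 at an unadjusted p under 0.05), and DESeq2 called 9, in fits that ignore the pairing of the fetal livers by litter. With a litter term for the fetal livers, added after the data were seen, edgeR called 1409 genes and DESeq2 1347, so that the count of 0 depends on leaving out the litter.

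**Figure D4:**
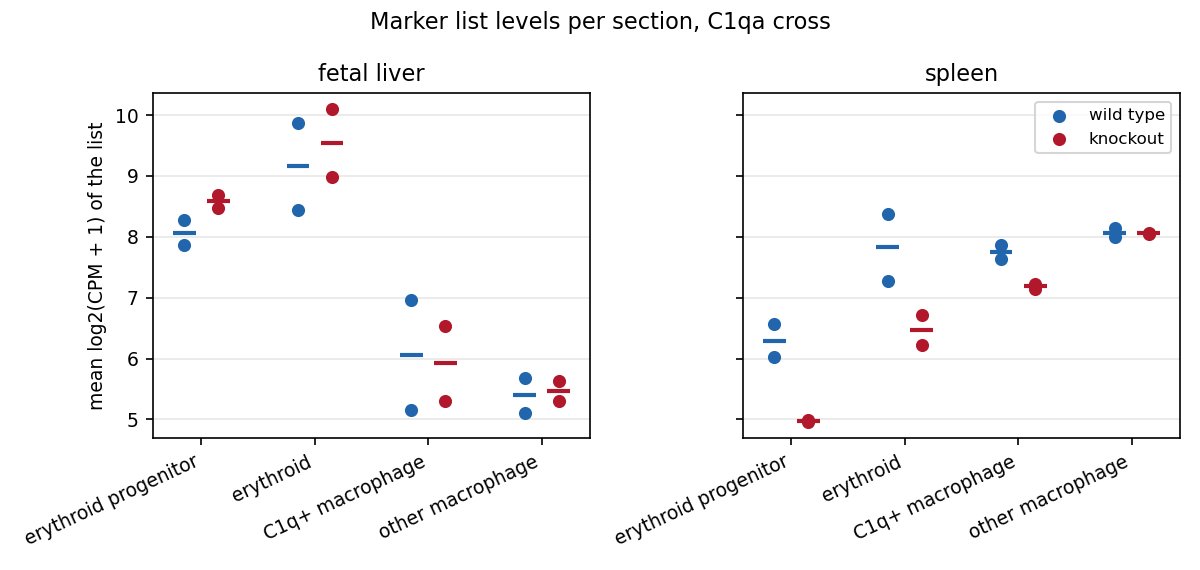
Mean log2(CPM + 1) of the 4 marker lists in each cross section, points for sections and lines for group means, by tissue and genotype. In spleen the knockout sections lie below the wild-type sections for the progenitor, erythroid and C1q+ macrophage lists, and in fetal liver they lie above for the progenitor list.

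Lists of other tissues and cell types, chosen to check what the sections contain, moved as follows from wild type to knockout. In spleen the neutrophil list changed by -2.45 (SD 0.07 in wild type and 0.30 in knockouts), the megakaryocyte list by -0.90, the B-cell list by 0.31, the T-cell list by 0.50, the hepatocyte list by -0.57, the musculoskeletal list by -0.71 and the pancreas list by 5.10. Pancreas genes took 0.00556% and 0.0856% of UMIs in wild-type spleens 1 and 2 and 0.350% and 2.42% in knockout spleens 1 and 2. In fetal liver the musculoskeletal list changed by -1.07, the pancreas list by -0.53, the hepatocyte list by -0.15, the neutrophil list by 0.15, the B-cell list by 0.26, the T-cell list by 0.37 and the megakaryocyte list by 0.37. Y-linked genes were read as a mark of sex. Ddx3y stood at 45.6 CPM in knockout fetal liver 2, while the other 3 cross fetal livers held at most 1 count of it, so that sex was not balanced across the fetal livers. All 4 cross spleens and both purchased fetal livers expressed Ddx3y, and the purchased bone marrows and adult spleen held 0 counts. Its presence in all 4 cross spleens does not show equal levels. Of the 2603 genes called higher in knockout spleens, 2599 remained without the sex-linked genes. Y-linked genes were thus among those called higher, and the cause was not tested. Xist held 0 counts in every section.

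Preparation of adult bone marrow was compared between the cryosectioned 89-week section and the EDTA-decalcified section, 1 of each. Median UMIs per in-tissue spot were 8503 and 426.5, and median detected genes were 2975 and 240.0, a ratio of 12.4. At least 1000 genes were detected in 932 of 934 spots (99.8%, exact 95% CI 99.2 to 99.97) and in 15 of 814 spots (1.84%, exact 95% CI 1.03 to 3.02). With both thinned to 200 UMIs per spot, median genes were 146 and 138, with 0 and 331 spots left out. At that depth a spot can hold at most 200 genes, and the EDTA spots left out are the shallowest. The mice also differed in age, 89 weeks against 6 months.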

Values the study reported

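For the Visium sections the paper states that spots with at least 1,000 detected genes and genes found in at least 50 spots were kept, that counts were normalized with a scale factor of 6,000, and that 20 marker genes per cell type entered the PAGE scores. It reports 11 spatial clusters in P8 bone marrow. For erythroblastic islands it gives a spacing of 108.35 ± 28.11 µm and a diameter of about 80 µm. It counts 25.1 ± 3.5 erythroid cells per island in fetal liver, and, in Xenium sections of spleens after phenylhydrazine, 52.4 ± 2.6.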

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

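Of the tests in this part, the joint fits with a litter term, the one for other tissue in the fetal livers, those for depth in both tissues, those for pancreas and both for red pulp in the spleens, and both on UMIs outside the tissue were chosen only after the result was seen.

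The erythroid progenitor list moved in opposite directions with genotype in the 2 tissues. Both knockout fetal livers lay above both wild-type ones, by 0.52 in mean log2 CPM, and both knockout spleens below both wild-type ones, by a change of -1.32. The difference between tissues was -1.84 (permutation p = 0.0556 over 36 relabelings that ignored litter, adjusted over 9 tests 0.375). The joint gene-by-gene test called 0 genes with edgeR (2018 at an unadjusted p under 0.05) and 9 with DESeq2. With a litter term for the fetal livers this test called 1409 and 1347.

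Tissue other than liver in the sections may account for part of the fetal liver difference. Over main-tissue spots, the filter chosen in advance, it was 0.58 and did not shrink. Over spots with at least 0.5% hepatocyte-list UMIs it shrank to 0.20, below the SD between sections. The fall came from litter 4 alone, where the paired difference went from 0.62 to -0.01, while in litter 2 it was 0.42 over all passing spots and 0.41 over these, so that the litter 2 difference stays unexplained. Hemoglobin genes are argued against, since the difference was 0.57 without them. Depth stays open. The nearest knockout and wild-type sections lay 0.21 apart, and both knockouts held fewer UMIs in all than both wild types. Thinning the summed counts to the smallest section left the difference at 0.53, which argues against unequal totals as such. Thinning keeps the share of each gene on average, however, so that an effect of depth on those shares cannot be told apart from genotype there. Sex and genotype stay open and were not tested apart, with knockout fetal liver 2 the sole cross fetal liver with Y-linked expression.

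Pancreas and hemoglobin genes are argued against as the cause of the spleen part, which was -1.35 without spots of at least 1% pancreas UMIs and -1.37 without hemoglobin genes. A steady effect of depth is argued against too. Both knockouts lay within the wild-type range in median UMIs per spot (7764 and 12139, against 13914.5 and 2098), and in UMIs of the section, yet the nearer knockout lay below the lower wild type by a gap of -1.04, beyond the SD between sections. A smaller part of the section in red pulp could lower erythroid lists and stays open. The progenitor list fell further than the C1q+ macrophage list without its C1q genes (difference between the changes -1.07), but this decides nothing, because in wild type the spots with few lymphocyte UMIs exceeded all spots by 0.84 in the first list and 0.13 in the second, so that less red pulp would also part them. A direct comparison of spots with under 1% of UMIs from the lymphocyte lists gave -1.85, but in these spots red pulp cannot be told apart from genotype, because the knockout ones are few and partly pancreas. They numbered 75 and 95 in the knockouts against 424 and 351 in wild type, and 21.3% and 29.5% of the knockout ones held at least 1% pancreas UMIs, against 0% and 0.855% of the wild-type ones. Genotype, sex and the state of single animals stay open, untested, with 2 animals per genotype.

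A signal also appeared outside the tissue in the purchased sections, in spots not used in any comparison. Spots outside the tissue mask held 28.4% of UMIs in the E14.5 fetal liver, 26.7% at E13.5, 32.2% in P8 bone marrow, 31.1% in adult spleen, 49.9% in 89-week bone marrow and 7.57% in the EDTA-decalcified section, above the level that 3 counts would give. Spread of transcripts from the tissue is a candidate source. In every section, spots next to the mask held more UMIs than those over 12 spots away, by a factor of at least 4.48 in the medians (5555 against 1241 in the 89-week section, the lowest ratio). Tissue missed by the mask is argued against, since at most 0.312% of spots more than 3 spots from the mask reached the in-tissue median (9 of 2885 spots at P8). No biological explanation was tested, since the groups give none. The matrices of the cross sections hold in-tissue spots alone, so that the same reading was not made there.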

How the results depend on the processing

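Of the alternatives below, spots of the labelled tissue by a fixed share, this share with the block, the joint fits with a litter block in the fetal livers, summed counts thinned to the smallest section, spleen spots with few lymphocyte UMIs, thinning to 200 UMIs and 7 of the 11 settings for the other list pairs were tests chosen only after the result was seen. Except where a reason is given, the cause was not tested.

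The count of genes changed in fetal liver, 0 with edgeR (138 at an unadjusted p under 0.05), was 0 in 6 alternatives chosen in advance and in the thinned counts, 14 with DESeq2, 157 with the replicate block, 170 in the joint fit of 8 sections with a litter block, 1 over spots of the labelled tissue and 26 over those spots with the block. Leaving out each section gave 0 to 109. The count in spleen, 3886, was within 1.5 times in 8 alternatives. It was 0 in the joint fit of all 8 sections, whose dispersion of 0.146 against 0.0245 in spleen alone came from the fetal livers, 1247 in that fit with a litter block (dispersion 0.0384), 2259 after thinning, 857 over spots with few lymphocyte UMIs, and 240 to 4972 with each section left out. With a replicate block it was 4968, but spleen numbers pair no animals per the labels, and deviations of the same number correlated at 0.0343. Among the named genes, the block changed no other call than those of C1qa in fetal liver and Timd4 in spleen. The count for an effect that differs between tissues, 0 with edgeR (2018 at an unadjusted p under 0.05), was 9 with DESeq2, 0 to 2 with each section left out, 1409 with a litter block in the fetal livers, 1347 with this block in DESeq2 and 2448 with it over spots of the labelled tissue.

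The 21 named gene results had 336 alternatives. C1qc in fetal liver turned to 0.027 with upper-quartile factors, and leaving out each section moved C1qb from -2.09 to 1.33 and C1qc from -2.11 to 2.00 there. Timd4 in spleen turned to -0.178 over spots with few lymphocyte UMIs. The joint fit of 8 sections left 16 of them short of the threshold, through the same larger dispersion, and 4 with a litter block (Cd163, Il18, Spic and Vcam1).

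The C1q+ macrophage and erythroid correlations of the 14 sections had 154 alternatives. All in-tissue spots left all 14 within the pooled SD. Thinning to 2000 UMIs, which brings every spot to the same depth, moved 9, all downward: E14.5 0.0760, E13.5 0.170, P8 0.20, adult spleen 0.532, EDTA -0.418, wild-type fetal livers 0.431 and 0.532, knockout fetal liver 4 0.627 and wild-type spleen 1 0.455. Thinning also adds counting noise, so that these moves do not show depth as the cause. Regression on log10 UMIs, which adds no such noise, moved 1. Deviations from adjacent spots moved 12 toward 0: E14.5 0.165, E13.5 0.115, P8 0.163, adult spleen 0.273, wild-type fetal livers 0.0695 and 0.189, knockout fetal livers 0.0730 and 0.188, wild-type spleens 0.343 and 0.0939, and knockout spleens 0.376 and 0.424. C1qa, C1qb and C1qc alone gave P8 0.237, wild-type fetal livers 0.214 and 0.155, knockout fetal livers 0.160 and 0.0991, wild-type spleen 2 0.330 and knockout spleens 0.465 and 0.483, and turned EDTA to 0.503 over 15 spots. In the knockouts C1qa adds next to nothing to this list.

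Spots of the labelled tissue gave 0.229 and 0.483 in wild-type fetal livers and 0.275 and 0.420 in knockouts. Main-tissue spots gave 0.204 in wild-type fetal liver 2 and 0.247 and 0.499 in knockouts, and centring within tissue pieces gave 0.226 in wild-type fetal liver 2. Without hemoglobin genes adult spleen was 0.576 and knockout spleen 1 0.526. The natural-log form gave 0.493 at E14.5 and turned the 89-week value to 0.0428, as did the C1q genes alone (0.0131) and leaving out hemoglobin genes (0.0255), all within the SD. The EDTA section gave -0.359 without C1q genes and -0.328 after regression on UMIs.

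The 56 correlations of other list pairs had 616 alternatives over 11 settings. The sign changed in 28 of them, in 10 with deviations from adjacent spots, 5 over all in-tissue spots, 4 after thinning, 2 each with the natural-log form, the C1q genes alone, centring and spots of the labelled tissue, and 1 after regression on UMIs. In 6 of these r had been further from 0 than the pooled SD of its pair: the other macrophage scores at P8 gave -0.172 with erythroid and -0.135 with progenitor scores over spots with neutrophil genes, and deviations from adjacent spots turned them with the erythroid score to 0.0836 in wild-type fetal liver 4 and 0.00104 in knockout fetal liver 4, as did all in-tissue spots to 0.129 in wild-type spleen 2 and 0.204 in the EDTA section. Smaller ones include the other macrophage and progenitor scores in adult spleen (0.0651, with the natural-log form -0.0604) and the C1q+ macrophage and progenitor scores at E14.5 (0.0526, after regression on UMIs -0.00722).

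The genotype difference in r in fetal liver (-0.0081) was 0.00789 after thinning, 0.0173 after regression on UMIs, 0.104 with centring, 0.00144 with deviations from adjacent spots, and -0.169 to 0.153 with each section left out. The spleen difference (0.172) kept its direction in 16 of 16 alternatives but fell to 0.0155 with the C1q genes alone (knockout above wild type in 2 of 4 pairings) and 0.0689 without hemoglobin genes (3 of 4), and its exact permutation test cannot reach a p under 0.333. P8 minus 89 weeks (0.520) fell to 0.265 after thinning, 0.223 with the C1q genes alone and 0.223 with deviations from adjacent spots. Adult spleen minus E14.5 fetal liver (0.393) was 0.177 without hemoglobin genes and 0.109 with deviations from adjacent spots. The ratio of median genes between bone marrow preparations (12.4) was 8.15 over spots with neutrophil genes and 1.06 at 200 UMIs, where equal depth removes it by construction.

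Of the 8 list differences with 70 alternatives, the C1q+ macrophage list in fetal liver turned to 0.16 without the C1q genes, which the knockouts lack in part, and the other macrophage list in spleen to 0.0201 over main-tissue spots and 0.023 over spots of the labelled tissue. Leaving out each section moved the fetal liver erythroid list from -0.34 to 1.09, the C1q+ macrophage list from -1.05 to 0.77 and the other macrophage list from -0.21 to 0.36, and the spleen other macrophage list from -0.088 to 0.060. The erythroid progenitor, erythroid and C1q+ macrophage lists in spleen kept their direction in all alternatives run.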

Other observations

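Of the tests in this part, those for pancreas, depth and red pulp in the spleens, for other tissue behind the muscle genes, for the correlations of the cross fetal livers and for other tissue in wild-type fetal liver 4 were chosen only after the result was seen.

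The 3886 genes called between knockout and wild-type spleens were tested against 4 technical explanations. Pancreas in the sections was excluded as the whole cause, since 96.4% of the genes were called again without pancreas spots. Unequal totals of the summed counts were excluded in the same sense, since 55.9% were called again after thinning to the smallest section. Thinning keeps the share of each gene on average, however, so that an effect of depth on those shares stays open. A smaller part of the section in red pulp stays open. Over spots with few lymphocyte UMIs, 17.9% of the genes were called again and 97.3% of those tested kept their direction, but these spots are few in the knockouts and partly pancreas, so that red pulp cannot be told apart from genotype there. Wild-type spleens of the cross that are themselves unusual stay open as well. The purchased wild-type spleen lay nearer the knockout mean for 92.0% of the genes called lower (1181 of 1283), past the 75% set in advance. It did so too for 69.1% of the genes called higher (1795 of 2599, sex-linked genes left out) and for 75.8% of the genes not called (11371 of 15009). The purchased section therefore cannot be told apart from a general difference between the experiments. Sex was not tested as an explanation, although Y-linked genes were among those called higher.

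With the replicate block, the genes lower in knockout than in wild-type fetal livers were led, after C1qa, by muscle genes, which were singled out after their values were seen. Myh8 had a log2 fold change of -3.84 (adjusted p = 1.85e-27), with 504 and 55.4 CPM in wild-type fetal livers 2 and 4 and 50.1 and 3.51 CPM in the knockouts. This p rests on a variance taken from all genes together, and does not measure the spread of Myh8 between animals. Myl1 (-3.54), Myh7 (-3.61), Tnnc2 (-3.51), Myh3 (-3.47) and Acta1 (-3.91) followed. Tissue other than liver in the sections is a candidate explanation. Over spots with at least 0.5% hepatocyte UMIs, 9.87% of the genes called lower with the paired fit were called again (15 of 152), barely under the 1 in 10 set beforehand. Of all 157 called genes 16 were called again, or 10.2%, and 46.5% of those tested kept their direction.

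The C1q+ macrophage and erythroid scores correlated more strongly in the 4 cross fetal livers than in the purchased ones. Tissue other than liver may contribute to this. Over spots with hepatocyte genes r fell in each cross section, by at least 0.206 (0.343, 0.244, 0.206 and 0.382 for wild type 2 and 4 and knockout 2 and 4), more than the pooled SD of 0.138, while all spots of the purchased livers held that share. Over those spots the cross sections gave 0.229, 0.483, 0.275 and 0.420, on both sides of the purchased 0.344 and 0.409.

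The embryonic globin Hbb-y stood at 4829 CPM in wild-type fetal liver 4, against 171 CPM in knockout 4, 20.98 and 57.1 CPM in wild-type and knockout 2, 40.5 CPM in the purchased E14.5 liver and 170.0 CPM in the E13.5 liver. Other tissue in the section is argued against as the sole source, since Hbb-y was 1.502 times as high over spots with hepatocyte genes (5998 CPM) as over the other spots (3993 CPM). The other spots still held 92141 of its counts, against 99076 over the hepatocyte spots. Hbb-y made up 78.2% of beta-globin counts in the other spots and 8.46% in the hepatocyte spots. Other tissue thus stays open as part of the source. An earlier stage of the embryo might raise it. Alb over Afp was 2.35 in the purchased E13.5 liver and 4.02 in the E14.5 liver. It was 1.33 over the hepatocyte spots of wild type 4, below both, but above 1.19 in knockout 4, whose Hbb-y was low, so that stage cannot be told apart from differences between animals by this ratio.

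Some directions differed from those the study describes. It describes a weaker association of C1q+ macrophages with erythroid cells at E13.5 than at E14.5, whereas r as scored here was slightly higher at E13.5, by less than the spread between sections, and the order turned with the natural-log form of the score. It describes a negative correlation of other macrophages with erythroid cells at P8, whereas r here was positive over all passing spots. Over main-tissue spots r was also positive (0.398). Only spots with at least 0.5% neutrophil UMIs, chosen after the data were seen, gave a negative r (-0.172). It describes a positive correlation of C1q+ macrophages with erythroid cells in the cryosectioned marrow, whereas r here was slightly negative and turned positive, near 0, with the natural-log form, with the C1q genes alone and without hemoglobin genes. The marker lists used in both of these bone marrows were those of fetal liver, so that the values are not like for like. Its text also gives the cross spleens a younger age than the sample labels, which were followed here. The study gives a cryosectioned bone marrow as from a male mouse. The 89-week section held 0 counts of Ddx3y, Uty, Kdm5d and Eif2s3y. Xist gives no help, since it held 0 counts in every section, and the cause was not tested.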
